# Comparison of gene expression profiles in the blood, hippocampus and prefrontal cortex of rats

**DOI:** 10.1186/2193-9616-1-15

**Published:** 2013-11-13

**Authors:** Stephanie H Witt, Wolfgang H Sommer, Anita C Hansson, Carsten Sticht, Marcella Rietschel, Christian C Witt

**Keywords:** Gene expression, Brain, Blood, Comparison, Rat

## Abstract

**Background:**

The comparability of gene expression between blood and brain tissues is a central issue in neuropsychiatric research where the analysis of molecular mechanisms in the brain is of high importance for the understanding of the diseases and the discovery of biomarkers. However, the accessibility of brain tissue is limited. Therefore, knowledge about how easily accessible peripheral tissue, e. g. blood, is comparable to and reflects gene expression of brain regions will help to advance neuropsychiatric research.

**Description:**

Gene expression in the blood, hippocampus (HC) and prefrontal cortex (PFC) of genetically identical rats was compared using a genome-wide Affymetrix gene expression microarray covering 29,215 expressed genes. A total of 56.8% of 15,717 expressed genes were co-expressed in blood and at least one brain tissue, while 55.3% of all genes were co-expressed in all three tissues simultaneously. The overlapping genes included a set of genes of relevance to neuropsychiatric diseases, in particular bipolar disorder, schizophrenia and alcohol addiction. These genes included CLOCK, COMT, FAAH, NPY, NR3C1, NRGN, PBRM1, TCF4, and SYNE.

**Conclusions:**

This study provides baseline data on absolute gene expression and differences between gene expression in the blood, HC and PFC brain tissue of genetically identical rats. The present data represents a valuable resource for future studies as it might be used for first information on gene expression levels of genes of interest in blood and brain under baseline conditions. Limitations of our study comprise possible contamination of brain tissue with blood and the non-detection of genes with very low expression levels. Genes that are more highly expressed in the brain than in the blood are of particular interest since changes in their expression, e.g. due to disease status, or treatment, are likely to be detected in an experiment. In contrast, genes with higher expression in the blood than in the brain are less informative since their higher baseline levels could superimpose variation in brain.

## Background

The pathogenesis of neuropsychiatric diseases still remains poorly understood. Although genome-wide association studies have generated robust evidence for the involvement of various of genes in a number of psychiatric disorders (for a review see: Sullivan et al. 2012) the underlying molecular mechanisms are still await clarification (Schulze 2010). Identification of the biological factors that underlie these diseases is difficult since it requires observation of biological processes such as gene- and protein expression in tissues like the brain, which are difficult to access.

A useful approach to the identification of the molecular mechanisms implicated in the etiology and underlying processes of neuropsychiatric disease is to study genes that are differentially expressed during illness phases and well-being or between patients and healthy controls. This provides an important tool for discovering molecular mechanisms which are involved in disease etiology and disease processes. However, due to the inaccessibility of brain tissue, most gene expression studies involve either post-mortem brain samples or readily obtainable peripheral tissue, in particular blood. The question therefore arises, as to whether and to what extent gene expression in peripheral blood samples is comparable to gene expression in the brain.

To date, few studies have addressed these important questions. In 2006, Sullivan et al. compared transcripts in human blood and post-mortem brain and found a median non-parametric correlation between transcripts present in both whole blood and the central nervous system (CNS) of around 0.5. The authors suggested that the use of peripheral gene expression may be a useful surrogate for gene expression in the brain, provided that the genes of interest are definitely expressed in both types of tissue (Sullivan et al. 2006). However, this study involved random human blood and CNS samples. The heterogeneity of genetic background in humans and the general methodological problems associated with the use of post-mortem brain samples therefore limit the interpretability and applicability of these results. Sullivan et al. concluded that animal studies would be informative (Sullivan et al. 2006). Peripheral blood mononuclear cell (PBMC) profiles showed co-expression levels of summarized transcripts for 4,103 of 17,859 (22.9%) transcripts and rat hemi-brain and 19% of transcripts blood showed similar expression. However, at the time of writing, no comprehensive reference database for absolute gene expression levels in the blood and specific brain regions of animals is available.

In a study with vervet monkeys, gene expression profiles in eight brain tissues and blood of 12 vervet monkeys was analyzed (Jasinska et al. 2009). The focus of this study was to find high inter- and intraindividual brain gene expression differences displayed in the blood to identify candidate genes for mapping brain eQTL in peripheral blood. They find a co-expression of 2,430 genes over all tissues and blood in twelve animals. However, in comparison to age matched inbred rat strains, results are confounded by a high interindividual heterogeneity and more imprinting. Moreover, vervets are not a feasible animal model for challenging experiments. Challenging – e.g. by alcohol consumption – would be a necessary intervention to analyse how changes in brain gene expression are reflected in the blood.

In our study, we analyzed gene expression profiles of genetically identical rats in blood, hippocampus and prefrontal cortex in order to assess baseline values of concordant and differential gene expression between these tissues. We chose to collect these data in animal models to avoid confounding factors which usually limit the interpretability of data from humans.

## Construction and content

### Blood and tissue sampling, and RNA preparation

Four male 6-week old Wistar rats (Charles River, Sulzfeld, Germany), were housed for 1 week under standard conditions (2 per cage, 12-h artificial light–dark cycle, lights on 7:00, temperature: 22° ± 1°C, humidity: 55% ± 5%, food and water ad libitum). Animals were sacrificed by decapitation (around 10 am). Blood samples were immediately collected in PAXgene tubes containing a stabilizing agent for RNA (Preanalytix, BD) and rat brains were quickly removed, submerged for 3 minutes in −40°C isopentane (Sigma-Aldrich Co., St. Louis, Missouri). All samples were stored at −80°C. For dissection, brains were sliced in coronal sections of 120 μm in a Leica CM3000 Cryostat (Leica, Bensheim, Germany). PFC and HC tissues were punched out, collected into vials and stored at −80°C. For RNA isolation, punched tissue were lysed in TRIzol® Reagent (Invitrogen, Karlsruhe, Germany) and homogenized by passing the suspension 30 times through a 22-gauge needle. Total RNA was extracted by adding chloroform. To achieve better separation of organic and aqueous phases, Phase Lock Gel™ Heavy tubes (Eppendorf, Hamburg, Germany) were used. Upper phases were carefully removed by pipetting and total RNA was purified using RNeasy® Micro Kit (Qiagen, Hilden, Germany). RNA from blood samples was isolated with PAXgene Blood RNA Kit 50 (PreAnalytiX, Qiagen) according to the manufactures recommendation. Total RNA yield was determined with Quant-iT™ RiboGreen® RNA Reagent and Kit (Invitrogen) by measuring in a Wallac Victor 2 1420 Multilabel Counter (Perkin Elmer, Jügesheim, Germany). Total RNA purity was evaluated by OD measurements (260 nm/280 nm) in a NanoDrop (peqLab, Erlangen, Germany) and its integrity was determined by RNA integrity number (RIN) measurement using RNA 6000 Nano Assay RNA chips run in an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Ratios of 1.9–2.2 (OD 260/280) and RIN > 8.0 as well as an absence of a peak of genomic DNA contamination in electropherograms were chosen as inclusion criteria.

### Microarry processing and statistical analysis

Gene expression profiling was performed using GeneChip Rat Gene 1.0 ST Array (Affymetrix, Inc., Santa Clara, CA, USA). Samples were transcribed to cDNA and hybridized to Affymetrix GeneChip Rat Gene 1.0 ST Array (Affymetrix, Inc., Santa Clara, CA) per the Whole Transcript (WT) Sense Target Labeling Assay protocol [Affymetrix 2006] using 200 ng of total RNA from each sample. The raw fluorescence intensity values were imported, quantile normalized and RMA transformed using the affymetrix power tools (apt-1.51). To define a transcript/gene as detected, the dabg (Detected Above Background) p-values were calculated with apt-program. It calculates the p-value that the intensities in a probeset could have observed by chance in a background distribution. When the dabg-p-value was smaller or equal than 0.05 and the mean of all three RMA-intensities were higher than 6.2 (the overall mean of all probeset-intensities), the probe set was defined as “present”. One sample did not pass the quality criteria and was omitted from the analysis.

### Analysis of genes implicated in psychiatric diseases

The gene expression data was analyzed with respect to the presence of a selection of genes that have been described to be relevant for psychiatric diseases, especially bipolar disorder, schizophrenia and alcohol addiction (Chen et al. 2013; Green et al. 2013; Hodgkinson et al. 2008; Lee et al. 2012; McMahon et al. 2010; Mitchell and Porteous 2011; Schizophrenia Psychiatric Genome-Wide Association Study C 2011; Shi et al. 2011; Stefansson et al. 2009; Steinberg et al. 2011; Vassos et al. 2012).

### Absolute gene expression in blood, PFC and HC

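RNA from blood, prefrontal cortex (PFC) and hippocampus (HC) of 3 male Wistar rats, numbered 2, 5 and 7, was hybridized to Rat Gene 1.0 ST whole-transcript arrays, 1 per tissue and rat. This gave 9 arrays, 3 per tissue, and the 3 tissues of a number come from the same animal. The methods of the paper describe 4 rats and 1 omitted sample, whereas the sample labels mention 6 rats and the series description 3, so the number of animals rests on the arrays themselves. Before they deposited them, the authors quantile normalized the intensities and summarized them per probe set by RMA (robust multi-array average). The values run from 1.53 to 14.01 and are read as log2, the scale on which RMA works, since the text does not name the base. Of 29215 probe sets, 29214 had values. Exactly 1 gene symbol belonged to 15310 of them, 323 had several and 13581 had none. Symbols were brought up to date through a table of rat genes from assembly GRCr8, which matched 15279 of the 15310. A probe set was called present in a tissue when the mean of its 3 RMA values was above 6.2, the cut-off of the paper, which is close to the overall mean of 6.17. The second criterion of the paper, a detection p-value, was not used here. The array means lay between 6.15 and 6.20, and the values within an array spread less in blood (SD 1.85 to 1.90) than in HC and PFC (SD 2.18 to 2.21). Across probe sets, which are not independent replicates, Spearman's rho between arrays of a tissue was 0.957 to 0.968 in blood and 0.995 to 0.996 in HC and in PFC. Between tissue means it was 0.991 for HC and PFC, 0.772 for blood and HC, and 0.773 for blood and PFC. Over the probe sets present in any tissue alone, the values with blood were 0.311 and 0.307. Differences between tissues were tested with limma in 1 model with tissue as a factor with 3 levels, over the 16884 probe sets present in at least 1 tissue, with Benjamini-Hochberg adjustment. Brain stands for the mean of HC and PFC, differences are on the log2 scale, and a probe set is called higher or lower at an adjusted p under 0.05. Groups of genes were fixed as lists before the data were examined and tested with camera at a preset correlation of 0.01 between genes. Precision is limited: on simulated data with 3 arrays per tissue, a log2 difference of 1 between HC and PFC was recovered for 86% of probe sets. A difference of 0.5 was recovered for 28%. These rates are for the fit of all 3 tissues, which pools the spread of blood with that of HC and PFC. No rate is given for a fit of the brain arrays alone. On the real data that fit called 2136 probe sets higher and 2210 lower in HC, against 761 and 786. Other numbers of arrays were not simulated.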

Figure 1 (Venn diagram) shows the absolute number of expressed genes found in blood, PFC and HC. Table 1 depicts number and percentages of total expressed genes and of the overlap in the different tissues (cut-off level of 6.2 for all data and present in all samples p < 0.05). All raw and normalized data have been deposited in the Gene-expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/; accession number GSE49352).

**Figure 1:**
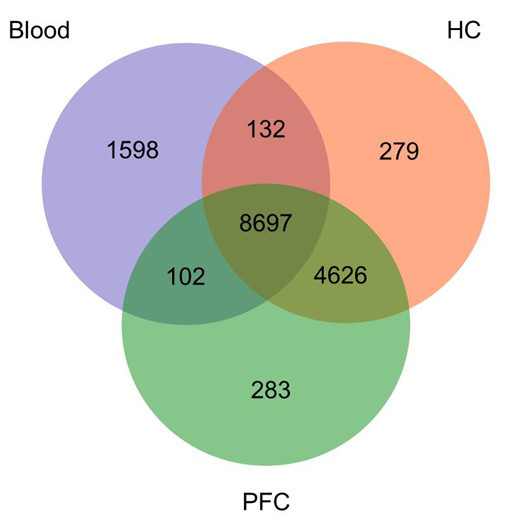
**Venn diagramm: absolute number of expressed genes found in blood, PFC and HC.**

**Table 1:** **Number and percentage of transcript in different tissues and overlap**

	Total number	Percentage of all expressed genes	Percentage of genes expressed in blood	Percentage of genes restricted to respective tissue*
**All expressed genes**	15,717	100		
**Blood all**	10,529	67.0	100	
**Blood only**	1,598	10.2	-	15.2
**Brain all**	14,119	89.8		
**PFC all**	13,708	87.2	-	
**PFC only**	283	1.8	-	2.1
**HC all**	13,734	87.4	-	
**HC only**	279	1.8	-	2.0
**Brain only**	5,188	33.0	-	36.8
**Overlap blood, brain**	8,931	56.8	84.8	
**Overlap blood & PFC & HC**	8,697	55.3	82.6	
**Overlap blood & PFC only**	102	0.7	1.0	
**Overlap blood & HC only**	132	0.8	1.3	
**Overlap PFC & HC only**	4,626	29.4		

*of all genes expressed in blood or brain respectively.

Of the 29,215 probe sets from the Rat Gene 1.0 ST Array read into jmp genomics, the total number and percentage of expressed genes at a cut-off level of 6.2 in all investigated tissues (blood, PFC and HC) is 15,717 (53.8%). Of these genes, 10,529 (67.0%) are expressed in blood, 13.708 (87.2%) in PFC, and 13,734 (87.4%) in HC respectively.

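Markers of blood cells were present in blood and mostly absent from HC and PFC, while markers of neurons, astrocytes and oligodendrocytes were present in both brain regions, and fewer of them in blood. All 15 T cell genes and all 9 B cell genes on the array were present in blood. Of these, only the T cell gene Cd3e was present in HC, and none was present in PFC. Of 14 neutrophil genes 13, and of 9 platelet genes 8, were present in blood, against 1 platelet gene in PFC, Thbs1, which encodes thrombospondin. Of 14 erythroid genes, all were present in blood and 4 in each brain region, namely the globin genes Hbb and Hbb-b1, the spectrin gene Sptb and Bpgm, an enzyme of red cell glycolysis. Conversely, all 19 neuronal, 15 astrocyte and 16 oligodendrocyte genes were present in HC and in PFC, and 7, 6 and 6 of them in blood. Of 13 microglial genes, 10 were present in each brain region and 7 in blood. In total, 16884 probe sets (57.8% of the array) were present in any tissue. Of these, 13697 (81.1%) were present in blood, 13766 (81.5%) in PFC and 13789 (81.7%) in HC. Counted on the arrays of each rat alone, the SD over the 3 rats was 116 probe sets in blood, 52.1 in PFC and 36.1 in HC. With 1 probe set per gene, 8015 genes were present in blood, 8436 in PFC and 8413 in HC, and at a cut-off of 7.2 the probe sets present in blood fell to 7884. More blood values lie close to the cut-off: 3056 probe sets present in blood were within 0.5 above it, against 2037 in HC and 2099 in PFC, and 21, 24 and 11 of 1298 probe sets for olfactory, vomeronasal and taste receptors were above it in the blood of rats 2, 5 and 7, against 2 or 3 in each brain array.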

Of all genes that are expressed in the blood, 8,931 (84.8%) are also expressed in at least one brain tissue (Table 1 and Figure 1). 

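Genes of the circadian clock and of endocannabinoid signalling were mostly shared between blood and brain. Of 16 clock genes, 13 were present in blood, HC and PFC, and 14 were higher and 2 lower in brain, with the same counts when adjusted over the list alone. The repressor Bhlhe41 was higher in brain by 3.85 ± 0.0758 (log2 ± standard error, n = 3 arrays per tissue), the transcription factor Tef by 2.35 ± 0.159 and Npas2, a partner of Bmal1, by 2.20 ± 0.2. The median over the clock list was 1.57 (camera, adjusted p = 0.0326; adjusted p = 0.278 with an estimated correlation). Of 10 endocannabinoid genes, 7 were present in all 3 tissues, and 7 were higher and 3 lower in brain, also when adjusted over the list alone. The cannabinoid receptor Cnr1 was higher in brain by 4.40 ± 0.127 and absent from blood (3.97 with its blood value raised to 5.53, the 95th percentile of chemosensory receptor probe sets, and 2.47 for Bhlhe41), whereas the receptor Cnr2 of immune cells differed by -1.97 ± 0.125 and was absent from HC and PFC. Dagla, which makes the endocannabinoid 2-arachidonoylglycerol, was higher in brain by 3.23 ± 0.189. The list as a whole did not pass camera (median 0.90, adjusted p = 0.421). Altogether, 10987 probe sets were present in blood and at least 1 brain region, which is 80.2% of those present in blood (SD of the count over the 3 rats, 90.9). At 1 probe set per gene this was 6712 genes, or 83.7%. At a cut-off of 7.2 the count was 5924, and with a cut-off set in each tissue at the 95th percentile of its chemosensory receptor probe sets, an alternative chosen after seeing the data, it was 17260.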

8,697 (82.6%) of blood-expressed genes are expressed in both PFC and HC.

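Present in blood, HC and PFC alike were 8 of 17 immediate early genes, the rapid response genes of stimulated cells. Of the 17, 11 were higher and 4 lower in brain, and the same counts held when adjusted over the list alone. Homer1, a scaffold protein of the synapse, was higher in brain by 5.13 ± 0.105 (log2 ± standard error, n = 3 arrays per tissue), the synaptic gene Arc by 4.37 ± 0.201 and the transcription factor Egr1 by 2.93 ± 0.116. The list did not pass camera (median 1.56, adjusted p = 0.361). Of 8 genes of ethanol and aldehyde metabolism on the array, 4 were present in any tissue, too few for a list test, and they went both ways. Catalase (Cat), at -3.69, and the mitochondrial aldehyde dehydrogenase Aldh2, at -1.24 ± 0.121, were lower in brain, whereas Aldh1a1, at 3.29 ± 0.129, and Aldh3a2, at 0.77 ± 0.101, were higher. Aldh1a1 was absent from blood (2.83 with its blood value raised to 5.53, the 95th percentile of chemosensory receptor probe sets), as were Homer1 (4.32) and Arc (4.01), and Aldh3a2 came to 0.13 (adjusted p = 0.183) when the arrays were scaled on the housekeeping panel. In total, 10598 probe sets were present in all 3 tissues, 77.4% of those present in blood (SD of the count over the 3 rats, 59.5), and 6522 genes at 1 probe set per gene. The count was 5666 at a cut-off of 7.2, and 16967 with the cut-offs from chemosensory receptors that were chosen after seeing the data.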

1,598 (10.2%) of the detected mRNAs are detected exclusively in the blood, whereas 4,626 (29.4%) transcripts are only detectable in both PFC and HC. 

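The probe sets found in blood only included genes of red cells and of immune cells. Ahsp (probe set 10711396), the chaperone of alpha globin, had an RMA value of 11.51 ± 0.20 (SD, n = 3) in blood, 2.86 ± 0.17 in HC and 3.36 ± 0.19 in PFC, a brain minus blood difference of -8.40 (standard error 0.122, adjusted p = 1.94e-11). Its brain values lie below the 95th percentile of chemosensory receptor probe sets in HC and PFC (4.88 and 4.85, chosen after seeing the data), so they are not above background, and the difference is -6.64 with them raised to these limits. The same holds for Cd3g, Ms4a1, Klrk1 (-4.44) and Mmp8 (-4.91) below, and in HC for Plac8 (-6.10). Alas2, the erythroid enzyme that opens heme synthesis, differed by -7.62 (standard error 0.142, adjusted p = 4.4e-11), and the interferon-induced gene Rsad2 by -7.32 (standard error 0.125, adjusted p = 2.71e-11). Every tested member of 9 blood lists was lower in brain, whether adjusted over all probe sets or over the list alone. These were 14 erythroid genes (median -5.35; camera, adjusted p = 9.88e-10; adjusted p = 0.0987 with an estimated correlation) and 8 platelet genes, among them the chemokine Pf4 (median -4.50; adjusted p = 3.63e-06, and adjusted p = 0.0992 with an estimated correlation). They were also 15 T cell genes, among them Cd3g and the kinase Lck (median -4.01; adjusted p = 6.82e-09, and adjusted p = 0.18 with an estimated correlation), and 9 B cell genes such as Ms4a1 (median -3.50; adjusted p = 1.21e-05, and adjusted p = 0.121 with an estimated correlation). The 8 NK and cytotoxic cell genes, with Klrk1 at -5.77, had a median of -3.07 (adjusted p = 8.02e-05, and adjusted p = 0.18 with an estimated correlation). The 13 neutrophil genes, with Mmp8 at -5.64, had a median of -3.55 (adjusted p = 1.14e-07, and adjusted p = 0.0992 with an estimated correlation). The 9 monocyte genes, with Plac8 at -6.12, had a median of -3.54 (adjusted p = 3.63e-06, and adjusted p = 0.0987 with an estimated correlation), the 10 MHC class II genes, with RT1-Da at -5.33, of -2.70 (adjusted p = 3.63e-06, and adjusted p = 0.108 with an estimated correlation), and the 15 interferon-stimulated genes, with Irf7 at -6.03, of -2.37 (adjusted p = 7.59e-07, and adjusted p = 0.121 with an estimated correlation). The count was 2710 probe sets, 16.05% of those present in any tissue (SD over the 3 rats, 198). It was 1303 genes at 1 probe set per gene, 5007 when the arrays were scaled on the housekeeping panel, and 909 with the cut-offs from chemosensory receptors chosen after seeing the data.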

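Genes of neurons and glia were among those higher in brain than in blood. Snap25 (probe set 10840245), a protein of synaptic vesicle fusion, had an RMA value of 12.57 ± 0.027 (SD, n = 3) in HC, 12.86 ± 0.062 in PFC and 4.90 ± 0.45 in blood, a brain minus blood difference of 7.81 (standard error 0.16, adjusted p = 7.21e-11). The blood value lies below the 95th percentile of chemosensory receptor probe sets in blood (5.53, chosen after seeing the data), so it is not above background, and the difference is 7.18 with it raised to this limit. This holds also for Gria2 (6.47), Syt1 (6.31), Gpm6a (7.14), Map2 (5.99), Nefl (5.72), Gabra4 (4.76), Gad2 (4.55), Gad1 (4.23), Slc1a2 (6.51), Ermn (3.83) and Slco1c1 (4.05). The AMPA receptor subunit Gria2 was higher by 7.21 (standard error 0.0662, adjusted p = 4.85e-12), the vesicle calcium sensor Syt1 by 7.30 (standard error 0.0681, adjusted p = 4.85e-12) and the neuronal membrane glycoprotein Gpm6a by 7.61 (standard error 0.0777, adjusted p = 7.33e-12). All 19 neuronal genes were higher in brain, with Map2 at 6.53 and Nefl at 6.24 (median 4.51; camera, adjusted p = 4.89e-06, and adjusted p = 0.0369 with an estimated correlation). Of 21 glutamate receptor genes, 20 were higher, and 21 when adjusted over the list alone (median 3.23; adjusted p = 1.39e-05, and adjusted p = 0.0369 with an estimated correlation). All 11 GABA receptor genes were higher, Gabra4 by 6.35 (median 4.46; adjusted p = 0.000414, and adjusted p = 0.0987 with an estimated correlation). The interneuron list held 11 higher and 2 lower genes of 15, with the GABA-producing enzymes Gad2 at 5.50 and Gad1 at 4.46 (median 2.60; adjusted p = 0.0326, and adjusted p = 0.121 with an estimated correlation). All 15 astrocyte genes were higher, the glutamate transporter Slc1a2 by 6.81 and Aldoc by 6.05 (median 4.52; adjusted p = 0.000135, and adjusted p = 0.121 with an estimated correlation). So were 15 of 16 oligodendrocyte genes, among them Ermn at 4.54 and the myelin gene Mbp at 4.46, of which a second, dimmer probe set was lower in brain at -0.52 (median 3.06; adjusted p = 0.00134, and adjusted p = 0.364 with an estimated correlation). Of 22 genes of brain endothelial and mural cells, 20 were higher and 1 lower, the thyroid hormone transporter Slco1c1 being higher by 4.17 (median 1.30; adjusted p = 0.00528, and adjusted p = 0.11 with an estimated correlation). Except for the glutamate receptors, the counts stayed as they were when adjusted over the list alone. The probe sets present in both HC and PFC and not in blood numbered 2783, 16.5% of those present in any tissue (SD over the 3 rats, 68.7). They were 1704 genes at 1 probe set per gene and 1589 probe sets when the arrays were scaled on the housekeeping panel.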

Another 562 (3.6%) genes are expressed in either PFC or HC only adding up to a total number of 5,188 (33.0%) of exclusively brain-expressed genes.

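The genes found in HC only included markers of hippocampal cell fields, and those found in PFC only a guidance cue and a neuropeptide receptor. C1ql2 (probe set 10931669), a synaptic organizer of dentate gyrus granule cells, had an RMA value of 8.66 ± 0.058 (SD, n = 3) in HC, 4.97 ± 0.10 in PFC and 5.21 ± 0.32 in blood. Prox1 (probe set 10770680), a transcription factor of the same cells, stood at 8.61 ± 0.079 in HC against 5.52 ± 0.12 in PFC, the neuropeptide gene Nts at 7.86 ± 0.37 against 3.40 ± 0.29, and the sodium/proton exchanger Slc9a4 at 8.41 ± 0.37 against 5.38 ± 0.28. Ttr (probe set 10800426), the carrier of thyroid hormone made by the choroid plexus, stood at 10.42 ± 0.68 in HC and 4.35 ± 0.13 in PFC, and the values of the 3 HC arrays, 11.20, 10.09 and 9.96, were spread more widely than those of PFC. In PFC only, Sema3a (probe set 10860481), a repellent cue for axons, stood at 8.37 ± 0.084 against 5.18 ± 0.053 in HC, Tmem196 at 8.65 ± 0.18 against 5.95 ± 0.09, and Tacr3, the receptor of neurokinin B, at 7.51 ± 0.076 against 5.25 ± 0.38. Cyp11b1 (probe set 10904553), an enzyme of corticosteroid synthesis, stood at 8.48 ± 0.20 in PFC, 3.25 ± 0.17 in HC and 4.07 ± 0.68 in blood, and Olr59, annotated as an olfactory receptor, at 7.39 ± 0.21 against 4.45 ± 0.091 in HC. The counts were 217 probe sets in HC only and 187 in PFC only, 404 together, which brought the probe sets present in brain and not in blood to 3187 (18.9% of those present in any tissue; SD over the 3 rats, 61.99). At 1 probe set per gene they were 102, 105 and 1911 genes. HC only and PFC only came to 350 and 326 at a cut-off of 7.2, and scaling on the housekeeping panel gave 98 in HC only and 1846 in brain only.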

### Comparison of genes implicated in psychiatric diseases

The comparison of genes implicated in psychiatric disorders revealed a set of genes that is co-expressed in blood, PFC and HC (Figure 2).

**Figure 2:**
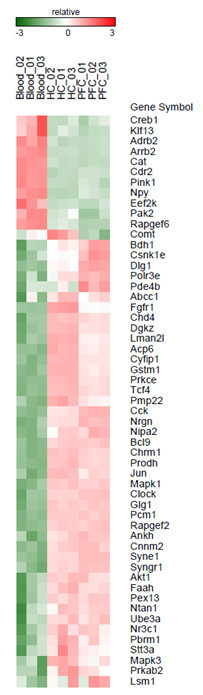
**Selection of formerly described bipolar disorder, schizophrenia and alcohol addiction genes, which are present as expressed transcripts according to more than one tissue type.** Depicted are absolute expression levels of individual animals.

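Of the 55 genes shown, 46 had a probe set with that symbol, and 45 of these were present in blood, HC and PFC. The exception was Eef2k, a kinase of translation control, with an RMA value of 7.73 ± 0.41 (SD, n = 3) in blood, 6.15 ± 0.14 in HC and 6.12 ± 0.17 in PFC. It is above the cut-off in HC when rat 5 is left out. Brain minus blood had the direction of the colours in the picture for 46 of 46 genes, 10 lower and 36 higher in brain. The colours were seen before these genes were chosen for description, so the match in direction is a check of the arrays and not an independent result. The neuropeptide Cck was higher in brain by 4.26 (standard error 0.0997, adjusted p = 1.54e-10), the kinase Prkce by 3.57 (standard error 0.0863, adjusted p = 1.87e-10) and the muscarinic receptor Chrm1 by 2.77 (standard error 0.0885, adjusted p = 1.15e-09). Further up in brain were the regulator of small GTPases Rapgef2, at 2.71, and Cyfip1, at 2.23, which regulates actin and translation at synapses. Lower in brain were Cdr2, at -4.82 (standard error 0.0995, adjusted p = 7.51e-11), catalase, Rapgef6, at -1.80, the beta-arrestin Arrb2, at -1.26, and Pink1, a mitochondrial kinase, at -1.22. The brain signal of Cdr2 was 3.05% of the blood signal in HC and 4.09% in PFC, within 2 times the median of erythroid markers in each region. The regions differed for the receptor Fgfr1, higher in HC by 1.30 ± 0.0845 (log2 ± standard error), and for the scaffold Dlg1, at -1.06 ± 0.0948. At an adjusted p under 0.05 from limma, 35 genes were higher and 10 lower in brain, against 22 higher and 15 lower when the arrays were scaled on the housekeeping panel, and 28 and 12 when scaled on the probe sets present in all 3 tissues. Lsm1 did not pass, at 0.14 (standard error 0.0709, adjusted p = 0.0931), and Stt3a, at 0.16, did not pass with the rat as a replicate block (adjusted p = 0.0663). Scaling the arrays on the housekeeping panel turned the smallest positive differences negative, those of Nr3c1, Csnk1e, Polr3e, Pde4b, Abcc1, Nipa2, Akt1, Stt3a, Prkab2 and Lsm1, and scaling on the probe sets present in all 3 tissues turned Akt1, Stt3a and Lsm1.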

## Utility

The issue of comparability of gene expression in the blood and the brain is crucial for studies of psychiatric disorders where access to brain tissue is limited. In using blood as a substitute for brain tissue, knowledge of both the degree of overlap in and the tissue-specificity of gene expression is crucial.

The present study provides a baseline data concerning absolute gene expression and differences in gene expression between the blood, PFC and HC brain tissue in genetically identical rats. The present data represents a valuable resource for future studies as it might be used for information on gene expression levels of genes of interest in blood and brain under baseline conditions.

A large number of genes were co-expressed in blood and brain tissue, and approximately 60% of genes blood-expressed were also present in at least one brain region. Congruent with the results of Jasinska et al. (2009), in the present study, housekeeping genes presented a large portion of overlapping expressed genes. 

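Genes of basic cell functions were present in nearly every case in all 3 tissues. All 30 genes of proteasome subunits were present in blood, HC and PFC, as were 68 of 69 cytosolic ribosomal protein genes, 57 of 58 nuclear-encoded respiratory chain genes and 22 of 23 genes of a panel of common housekeeping genes. The paper does not name its housekeeping genes, and these lists stand in for them. Together they held 175 genes, of which 172 (98.3%) were present in all 3 tissues, against 44.3% of the other 14331 genes (Fisher's exact test, two-sided, adjusted p = 4.24e-55). They made up 2.64% of the 6522 genes present in all 3 tissues. The adjusted p of the same test was 2.96e-07 for the panel, 1.96e-22 for ribosomal proteins, 4.64e-11 for the proteasome and 7.7e-19 for the respiratory chain. Their levels differed between tissues. Of 68 ribosomal protein genes tested, 67 were lower in brain, with Rps12 at -2.03 ± 0.074 (log2 ± standard error, n = 3 arrays per tissue) and Rpl39 at -1.65 ± 0.0849 (median -0.93; camera, adjusted p = 2.24e-15, and adjusted p = 0.188 with an estimated correlation). Several have near-identical probe sets, so values of single members are uncertain. Of 58 respiratory chain genes, 43 were higher and 8 lower in brain, Ndufa5 at 3.34 ± 0.104 and Ndufa1 at -2.76 ± 0.0956 (median 0.89; adjusted p = 0.0137, and adjusted p = 0.141 with an estimated correlation). The proteasome list held 22 higher and 5 lower genes of 30, with Psmd1 at 1.98 (median 0.79; adjusted p = 0.0706), and the panel 17 higher and 4 lower of 23, from the succinate dehydrogenase subunit Sdha at 2.26 to B2m, a chain of MHC class I, at -2.15 (median 1.11; adjusted p = 0.217). Adjusted over the list alone, all counts were the same.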

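Among the 10987 probe sets present in blood and at least 1 brain region, 6331 (57.6%) had a higher mean in brain and 4656 a lower one (rats 2, 5 and 7: 56.04%, 59.02% and 56.13%; SD 1.69, n = 3). Those higher in brain included the calcium-binding protein Nrgn, the transcription factor Tcf4 and the neuropeptide Cck, and those lower the neuropeptide Npy and 67 of the 68 ribosomal protein genes tested. The median difference was 0.18, with quartiles of -0.53 and 0.90. At an adjusted p under 0.05 from limma, 5205 were higher in brain, 2437 of them by over 1 on the log2 scale, and 3671 were lower, 1594 of them by over 1. Over all 16884 probe sets present in any tissue, 8232 were higher and 6319 lower in brain. For HC alone against blood the counts were 8030 and 6133, and for PFC 7979 and 6197. The share depends on the scaling of the arrays. The arrays were also shifted so that the probe sets present in all 3 tissues, or the housekeeping panel, had equal medians. All brain minus blood differences then moved by -0.335 or -0.638. Presence was called again after the shift, and the share higher in brain was 47.5% of 11352 or 38.7% of 11531 co-expressed probe sets. The counts over all probe sets then became 6576 higher and 8656 lower, or 5065 and 10718. The medians of the respiratory chain and proteasome lists stay above 0 under both shifts.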

For 59% of co-expressed genes, gene expression was higher in the brain than in the blood. This group of genes is especially informative since changes in their expression, e.g. due to disease status, or treatment, are likely to be detected in an experiment. In contrast, genes with higher expression in the blood than in the brain are less informative since their higher baseline levels could superimpose variation in brain.

As expected, a number of genes were co-expressed in blood and one brain region only. 

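The genes shared by blood and HC included the T cell receptor chain gene Cd3e and the integrin Itga4, and those shared by blood and PFC the adaptor Rassf5 and the kinase Tec, which are best known from lymphocytes. Cd3e (probe set 10916955) had an RMA value of 10.11 ± 0.45 (SD, n = 3) in blood, 7.14 ± 0.11 in HC and 5.04 ± 0.21 in PFC, and was higher in HC than PFC by 2.10 (standard error 0.204, adjusted p = 0.000158). The other 14 T cell genes were absent from HC, with Cd3g at 2.85 ± 0.036. Smpd2, a sphingomyelin phosphodiesterase, was higher in HC by 1.72 (standard error 0.103, adjusted p = 8.7e-06), and the cytokine precursor Il16 by 1.96 (standard error 0.176, adjusted p = 9.13e-05). Itga4, at 6.23 ± 0.14 in HC, lay close to the cut-off. Rassf5 (probe set 10767507) stood at 8.80 ± 0.19 in blood, 8.05 ± 0.068 in PFC and 6.13 ± 0.21 in HC, a HC minus PFC difference of -1.92 (standard error 0.13, adjusted p = 1.77e-05). Tec differed by -1.60 (standard error 0.115, adjusted p = 2.51e-05), the spindle gene Tpx2 by -1.50 (standard error 0.13, adjusted p = 7.68e-05) and Gypc, a membrane protein of red cells, by -1.42 (standard error 0.129, adjusted p = 9.88e-05). RT1-Da, of MHC class II, was lower in HC, at -1.37 (standard error 0.133, adjusted p = 0.000159), and its brain signal was also within 2 times the median of erythroid markers. In total, 191 probe sets were present in blood and HC but not PFC, and 198 in blood and PFC but not HC, with SDs over the 3 rats of 25.8 and 56.6. The genes named are those with the widest gaps between the tissues called present and absent. At 1 probe set per gene the counts were 85 and 105 genes. At a cut-off of 6.7 or 7.2 the probe sets shared by blood and PFC numbered 127 or 109, with scaling on the housekeeping panel 539, and with the cut-offs from chemosensory receptors, chosen after seeing the data, those shared by blood and HC numbered 85.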

Information on co-expressed genes that are specific to blood and a single brain region allows to relate blood gene expression changes to different regions in the brain.

The brain regions analyzed in the present study, i.e. the PFC and HC - are very different in terms of both, function and structure. Nevertheless, a large number of genes were expressed in both tissues and only a small subset that is specific for a single brain region. 

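HC and PFC differed in markers of hippocampal fields, in myelin genes and in immediate early genes, while most probe sets did not pass the test between them. Of 10 genes of hippocampal fields, 9 were higher in HC, and 10 when adjusted over the list alone (median 1.66; camera, adjusted p = 2.74e-18, and adjusted p = 0.00331 with an estimated correlation). C1ql2 was higher by 3.69 (standard error 0.147, adjusted p = 1.74e-06), the calcium sensor Cabp7 by 3.52 (standard error 0.207, adjusted p = 7.77e-06) and Prox1 by 3.09 (standard error 0.24, adjusted p = 4.21e-05). Of 16 oligodendrocyte genes, 11 were higher in HC, and 15 when adjusted over the list alone, among them Mog, at 0.97, Fa2h, at 0.97, and Ugt8, at 0.96 (median 0.85; adjusted p = 3.36e-10, and adjusted p = 0.288 with an estimated correlation). Without rat 5 these 3 genes did not pass (adjusted p = 0.166, 0.0572 and 0.0563), at differences of 0.87, 0.95 and 0.88. Mog was also lost without rat 2 (1.04; adjusted p = 0.0557) and when scaled on the housekeeping panel (0.86; adjusted p = 0.0654), and Fa2h without rat 2 (0.98; adjusted p = 0.264), without rat 7 (0.98; adjusted p = 0.0572), when scaled on the housekeeping panel (0.86; adjusted p = 0.184) and without any single HC or PFC array (differences from 0.94 to 1.01). The astrocyte list passed as higher in HC, and 1 of 15 genes passed, Gfap at 1.55 ± 0.177 (log2 ± standard error), or 2 when adjusted over the list alone (adjusted p = 0.0247, and adjusted p = 0.432 with an estimated correlation). Immediate early genes were lower in HC for 10 and higher for 2 of 17 genes (12 and 3 when adjusted over the list alone), from the phosphatase Dusp1, at -1.85 ± 0.112, to the nuclear receptor Nr4a2, at 1.46 ± 0.135 (median -0.59; adjusted p = 0.00241, and adjusted p = 0.432 with an estimated correlation). Interneuron genes were lower for 4 of 15, or 5 when adjusted over the list alone, with Vip at -1.17 and Cck at -1.10 (adjusted p = 0.014, and adjusted p = 0.262 with an estimated correlation). Scaling on the housekeeping panel ended the call of the list (adjusted p = 0.0716), and leaving out rat 7 that of Vip (-1.11; adjusted p = 0.121). Erythroid genes were lower in HC for 3 of 14, or 5 when adjusted over the list alone (adjusted p = 0.0251, and adjusted p = 0.471 with an estimated correlation), with Hbb-b1 at -1.01, Hbb at -0.97 and Alas2 at -0.66, which did not pass without rat 2 (-1.09, -1.07 and -0.73; adjusted p = 0.193, 0.148 and 0.227) or without rat 7 (adjusted p = 0.0633, 0.052 and 0.173). Leaving out the HC array of rat 7 ended all 3 calls (adjusted p = 0.0807, 0.0565 and 0.139), either brain array of rat 2 those of Hbb-b1 and Alas2, and the PFC array of rat 5, no filter on dim probe sets or scaling on the housekeeping panel that of Alas2. The list itself had adjusted p = 0.0523 without rat 2 and adjusted p = 0.164 when the arrays were scaled on the housekeeping panel. The respiratory chain list passed on small shifts (adjusted p = 0.0117, and adjusted p = 0.288 with an estimated correlation), with only Ndufs3 called, at -0.39, and not when any single HC or PFC array was left out or when adjusted over the list alone.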

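Single genes that differed included neuropeptide, receptor and channel genes. Ttr (probe set 10800426) was higher in HC than PFC by 6.07 (standard error 0.289, adjusted p = 3.79e-06), with a wide spread between the 3 HC arrays. Nts was higher by 4.46 (standard error 0.198, adjusted p = 2.45e-06) and Slc9a4 by 3.04 (standard error 0.214, adjusted p = 2.29e-05). In PFC Ttr and Nts lie below the 95th percentile of chemosensory receptor probe sets (4.85, chosen after seeing the data) and are not above background, and with them raised to it the differences are 5.57 and 3.01. Lpl, which splits triglycerides at the vessel wall, was higher in HC at 2.75 ± 0.103, and the desmosomal gene Pkp2 at 2.85 ± 0.159. Lower in HC were Cyp11b1, at -5.24 (standard error 0.283, adjusted p = 5.54e-06), or -3.61 with its HC value raised to the same limit in HC (4.88), Sema3a, at -3.19 (standard error 0.243, adjusted p = 3.67e-05), the G protein regulator Rgs4, at -2.68 (standard error 0.175, adjusted p = 1.42e-05), and the serotonin receptor Htr2a, at -2.47 (standard error 0.164, adjusted p = 1.59e-05). The potassium channel genes Kcnf1, at -2.68 ± 0.134, and Kcnh5, at -2.60 ± 0.132, and the synaptic organizer Cbln2, at -2.63 ± 0.142, were lower as well. Of 16884 probe sets, 761 were higher and 786 lower in HC (9.16%) at an adjusted p under 0.05 from limma, 201 and 226 of them by over 1 on the log2 scale, and 15337 did not pass. The median absolute difference was 0.117. With the rat as a replicate block the counts were 670 and 720. A fit of the 6 brain arrays alone called 2136 and 2210. Without rat 2 the counts were 344 and 372, without rat 5 they were 406 and 427, and without rat 7 they were 318 and 338, whereas without the blood array of rat 5 they were 1303 and 1329. Scaling on the housekeeping panel gave 332 higher and 761 lower.

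**Figure D1:**
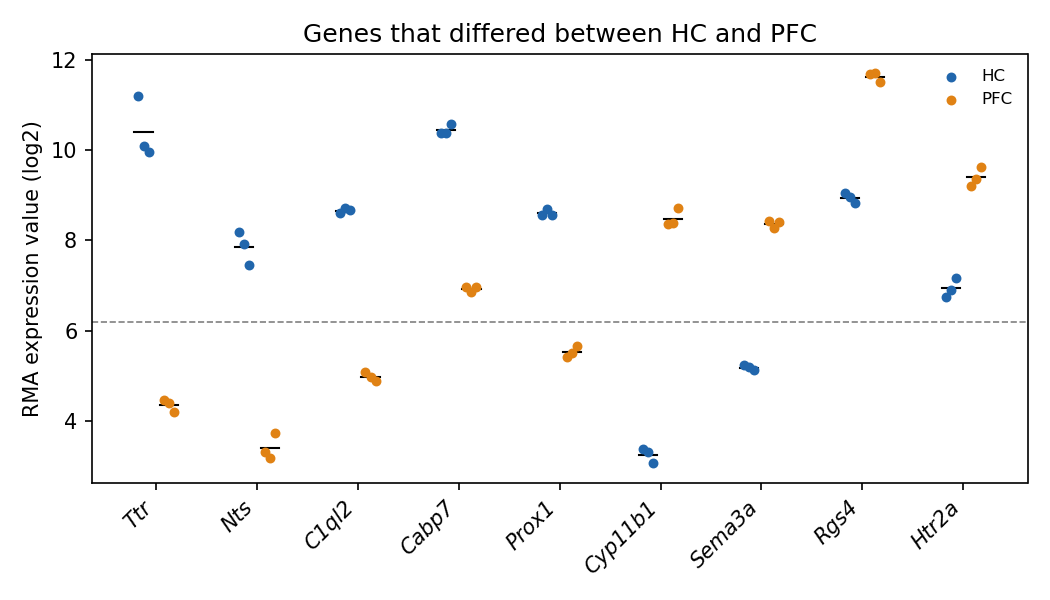
RMA values (log2) of 9 genes that differed between HC and PFC. Each dot is the array of 1 rat, the black line is the mean of the 3 rats and the dashed line the cut-off of 6.2. Ttr, Nts, C1ql2, Cabp7 and Prox1 lie higher in HC, and Cyp11b1, Sema3a, Rgs4 and Htr2a higher in PFC, in each of the 3 rats.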

Although the group of brain region specific genes is small, research has shown that differences between brain regions are the most important source of variance in quantitative assessments of expression profiles (Matthaus et al. 2009; Reimers et al. 2005). Genes with overlapping expression in blood and brain included a set of genes which of relevance for psychiatric diseases, in particular bipolar disorder, schizophrenia and alcohol addiction (Chen et al. 2013; Green et al. 2013; Hodgkinson et al. 2008; Lee et al. 2012; McMahon et al. 2010; Mitchell and Porteous 2011; Schizophrenia Psychiatric Genome-Wide Association Study C 2011; Shi et al. 2011; Stefansson et al. 2009; Steinberg et al. 2011; Vassos et al. 2012). These include CLOCK, COMT, FAAH, NPY, NR3C1, NRGN, PBRM1, TCF4, and SYNE (Figure 2).

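Clock, Faah, Npy, Nr3c1, Nrgn, Tcf4 and Syne1 were each present in blood, HC and PFC. Tcf4 (probe set 10802520), a transcription factor of neural development, had an RMA value of 7.21 ± 0.19 (SD, n = 3) in blood, 10.65 ± 0.041 in HC and 10.07 ± 0.03 in PFC, a brain minus blood difference of 3.15 (standard error 0.0877, adjusted p = 4.58e-10). It was also higher in HC than PFC, by 0.59 (standard error 0.101, adjusted p = 0.00521). Clock (probe set 10772249), a core transcription factor of the circadian clock, stood at 6.47 ± 0.40 in blood, where rat 5 lay below the cut-off at 6.02, and was higher in brain by 2.32 (standard error 0.143, adjusted p = 1.3e-07). Syne1 (probe set 10717620), a protein that links the nucleus to the cytoskeleton, stood at 6.66 ± 0.22 in blood and was higher in brain by 2.20 (standard error 0.095, adjusted p = 9.3e-09). Its value was 8.70 in all 3 HC arrays. The summary step of RMA can give arrays the same value, but whether it did so here was not tested. Nrgn (probe set 10916228), which binds calmodulin at synapses, stood at 9.97 ± 0.32 in blood and was higher in brain by 1.83 (standard error 0.121, adjusted p = 2.26e-07). Npy (probe set 10855506), a neuropeptide, was lower in brain, at 12.44 ± 0.20 in blood, 9.67 ± 0.026 in HC and 10.04 ± 0.17 in PFC, a difference of -2.59 (standard error 0.104, adjusted p = 5.55e-09). Faah (probe set 10871182), which breaks down the endocannabinoid anandamide, differed by 0.75 (standard error 0.134, adjusted p = 0.000415), and Nr3c1 (probe set 10804132), the glucocorticoid receptor, by 0.39 (standard error 0.0821, adjusted p = 0.00123). Scaling on the housekeeping panel brought Faah to 0.11 (adjusted p = 0.243) and turned Nr3c1 to -0.25 (adjusted p = 0.0197), and scaling on the probe sets present in all 3 tissues brought Nr3c1 to 0.057 (adjusted p = 0.464).

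**Figure D2:**
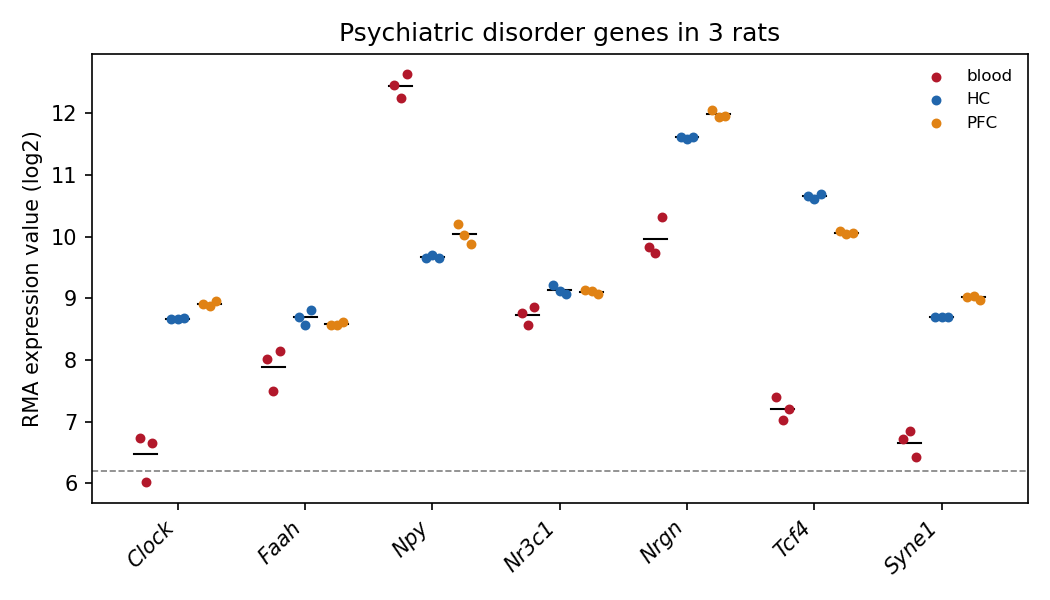
RMA values (log2) of 7 genes named for psychiatric disorders in blood, HC and PFC. Each dot is the array of 1 rat, the black line is the mean of the 3 rats and the dashed line the cut-off of 6.2, which only the blood value of Clock in rat 5 falls below.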

## Discussion

The aim of this study was to compare blood and brain gene expression levels in the same animal at the same time point and in order to confounders attributable to the collection of biomaterial. To optimize this approach, genetically identical rats were chosen for analysis. The advantage of this approach is that it ensured a high degree of homogeneity in terms environmental conditions. A shortcoming of the approach is that differences in gene expression exist in rats compared to humans. Moreover, the low number of samples precluded any analysis of quantitative differences.

A promising strategy for future studies, it would be desirable to be able to compare blood and brain gene expression in humans, e.g. of material which is collected during brain surgery. Even during scrupulous biomaterial collection, the possibility of contamination of brain tissue with blood cannot be entirely exluded. Therefore, some of the genes co-expressed in blood and brain are due to this contamination. However, blood contamination should lead to only very low levels of gene expression that should lie below the applied cut-off level. Moreover, there is a number of genes exclusively expressed in the brain (33.0%, Table 1) suggesting that the level of contamination of the brain expression profiles by blood specific transcripts was low.

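Genes of red cells, whose globin transcripts are abundant in blood, were seen in HC and PFC at a small fraction of their blood signal. The beta globin gene Hbb had an RMA value of 13.81 ± 0.055 (SD, n = 3) in blood, 8.69 ± 0.27 in HC and 9.66 ± 0.41 in PFC, which on the linear scale is 2.88% of the blood signal in HC and 5.65% in PFC. Hbb-b1 stood at 2.11% and 4.26% and Alas2 at 0.405% and 0.641%. Ahsp came to 0.25% and 0.352%, on brain values that are not above background. Sptb, in contrast, stood at 19.5% and 13.7%, Bpgm at 8.36% and 9.06% and Trim10 at 8.26% in both. Over 14 erythroid genes the median was 2.01% in HC and 2.69% in PFC, and without 1 rat at a time it lay between 1.89% and 2.14% in HC and between 2.17% and 3.03% in PFC. The median of 8 platelet genes was 4.43% in HC and 4.45% in PFC, of 15 T cell genes 6.77% and 6.01%, of 13 neutrophil genes 8.75% and 8.34%, and of 9 B cell genes 8.81% and 8.84%. On the values as they stand, the lowest platelet and T cell genes were Pf4 at 1.3% and 1.41% and Cd3g at 0.633% and 0.683%. The lowest neutrophil and B cell genes were Cxcr2 at 1.97% and 1.8% and Ms4a1 at 3.16% and 3.42%. Of these, only Pf4 lies above background in HC and PFC, so the other ranks rest on background values. With brain values raised to background, Cxcr2 differed by -4.86 from blood (log2), against -4.94 for S100a9 and -4.91 for Mmp8. Background hybridization adds to brain values, so for genes above background these percentages are upper limits for the share of blood RNA. Ahsp, Cd3g, Cxcr2 and Ms4a1 lie below the 95th percentile of chemosensory receptor probe sets in HC and PFC (4.88 and 4.85). This limit was chosen after seeing the data. With their brain values raised to these limits, brain minus blood (log2) was -6.64, -5.29, -4.86 and -3.69, so their percentages are not upper limits. The list medians include such genes and were taken over the values as they stand. No test was run on these percentages, and 3 arrays per tissue limit their precision. The paper proposes that contamination of the brain profiles by blood was low. It reasons that signal from contaminating blood should stay below the cut-off, and that some genes were expressed exclusively in brain. Here 4 of the 14 erythroid genes, Hbb, Hbb-b1, Sptb and Bpgm, lay above the cut-off in HC and PFC, and the others below it. If the brain signal of Hbb and Hbb-b1 comes from blood, the premise of the paper does not hold for these genes. Whether it does is left open.

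**Figure D3:**
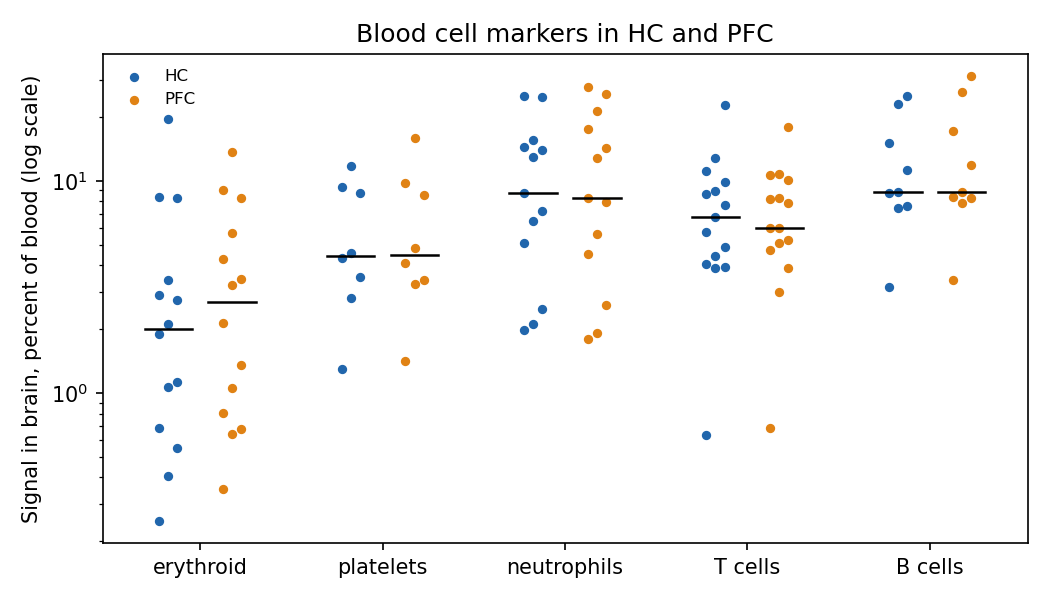
Brain signal of marker genes as a percent of their blood signal (log axis), for erythroid, platelet, neutrophil, T cell and B cell lists, in HC and PFC. Each dot is a gene, from the means of 3 arrays per tissue, and the black line is the median of the list, which is lowest for erythroid genes, at 2.01% in HC and 2.69% in PFC.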

Gene expression varies widely across different brain regions (Hansson et al. 2006). Therefore, in future studies, analysis of the co-expression of genes in blood and brain regions other than the HC and PCF would be of interest.

Furthermore, since miRNAs are also of interest in psychiatric research, data concerning the comparability of miRNAs levels in the blood and in brain would be desirable (Tapocik et al. 2013).

The present analysis generated data on baseline gene expression levels in wild-type rats. Gene expression analyses in the blood and brain of rats which have undergone some form of challenge or which differ in disease state would also be of interest since they would facilitate the elucidation of if and how changes of brain gene expression might be reflected in blood.

## Conclusion

Knowledge of the comparability of gene expression in blood and brain is an important issue in neuropsychiatric research. Although further aspects need to be addressed, the present study is the first to provide a systematic analysis of absolute gene expression levels in blood and single brain regions. Genes higher expressed in the brain than in blood are of particular interest since changes in gene expression in this readily accessible tissue may reflect disease status, or treatment.

How the deposited data were processed for this re-analysis (not part of the article)

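RNA from blood, PFC and HC of 3 rats, numbered 2, 5 and 7, had been hybridized to 9 Rat Gene 1.0 ST arrays, 1 per tissue and rat. Tissue and rat were taken from the sample labels, and the 3 tissues of a number were treated as coming from the same animal. The arrays of a tissue are separate animals, so the spread between them includes that between animals.

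The authors quantile normalized the intensities and summarized them per probe set across arrays with RMA, as the submitters' processing notes name it, and deposited the values on what is read as the log2 scale (range 1.53 to 14.01). The detection p-values that the authors used as a second criterion were not used here, and 1 of 29215 probe sets had no value. Values were identical in all 3 arrays for 14 probe sets in blood, 542 in HC and 478 in PFC. The summary step of RMA can give arrays the same value, but whether it did so here was not tested. No array was left out of the main results. No genome build or coordinates were used, and gene symbols came from the annotation of the array, updated through a table of rat genes from assembly GRCr8.

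Probe sets were called present in a tissue when the mean of 3 arrays was above 6.2, and were counted per tissue and per combination of tissues. Co-expressed means present in blood and at least 1 brain region. The differences between tissues were estimated with limma 3.58.1 in R 4.3.3 with tissue as a factor with 3 levels, no block, empirical Bayes moderation and Benjamini-Hochberg adjustment over 16884 probe sets, and called at an adjusted p under 0.05. All adjusted p-values of single genes come from limma. With 3 arrays against 3, an exact permutation test of a single gene cannot go below 0.1, so none is given. Consensus correlations for a random block used statmod 1.5.0. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

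A total of 31 gene lists were fixed before the data were examined, as were the tests, the alternatives and the rule for naming genes. The lists hold a housekeeping panel, ribosomal, proteasome and respiratory chain genes; blood cell markers (erythroid, platelet, T, B, NK and cytotoxic cells, neutrophils, monocytes, MHC class II, interferon-stimulated genes); brain cell markers (neurons, glutamate and GABA receptors, interneurons, astrocytes, oligodendrocytes, microglia, endothelial and mural cells, choroid plexus, hippocampal fields, neocortical layers, striatum, thalamus and habenula); and immediate early, circadian, monoamine, endocannabinoid and ethanol metabolism genes. Each gene was represented by the probe set with the highest mean over the 9 arrays. The 30 lists with at least 5 tested members were tested with camera in limma at a preset correlation of 0.01, and again with the correlation estimated. Presence of housekeeping lists was compared with all other named genes by Fisher's exact test. No list test was run on the genes of Fig. 2, which were read from a picture.

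Genes were named by this rule: the 10 higher and 10 lower with the widest log2 difference in each comparison, among those past the test and with the same direction in each rat; the genes named in the paper's text and Fig. 2; the 5 with the widest gap in each exclusive set; and up to 4 per list. The colours of Fig. 2 had been seen before. Only probe sets with exactly 1 symbol were named. Of the genes named in the text 7, and of those in Fig. 2 46 of 55, are reported here.

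The alternatives covered the rule and the cut-off for presence, 1 probe set per gene, 2 scalings of the arrays, the rat as a fixed or random block, the filter on dim probe sets, the arrays in the fit, the variance model, stricter thresholds, and leaving out each array and each rat. When a rat or array is left out, limma pools the spread over the tissues. A cut-off per tissue from 1298 probe sets for olfactory, vomeronasal and taste receptors was added after seeing the data. These percentiles (5.53 in blood, 4.88 in HC and 4.85 in PFC) also served to tell values not above background, against which a log2 difference is only a limit. List medians were taken over the values as they stand. The whole procedure was tested on simulated data with planted differences between HC and PFC: at a log2 difference of 2, all were recovered, and 6.21% of the calls were false.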

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

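The tests of choroid plexus tissue and of a single array for Ttr were chosen only after the values had been seen, and genes named here outside the rule for naming genes were likewise chosen after their values were seen.

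Ttr stood out because its difference from blood was not the same in HC and PFC, with a HC minus PFC difference of 6.07 by limma. It was higher in HC than blood, while in PFC and blood it lay below the 95th percentile of chemosensory receptors (4.85 and 5.53), so the lower value in PFC than in blood is a difference between background levels. One array does not carry it: without rat 2, 5 or 7 in turn the lowest difference was 5.73. Choroid plexus tissue taken up with the hippocampal punches may contribute, but the test cannot decide, since the median difference of the other choroid plexus markers present in HC or PFC was 0.242 over only 2 genes, Enpp2 at 0.708 and Igf2 at -0.223. Of the 13 other markers on the array, 11 lay below the cut-off in both brain regions, and 2 of these, Cldn2 and Prlr, below the percentiles of chemosensory receptors in both, and with all values raised to these percentiles, 8 of the remaining 11 were higher in HC, among them Calml4 by 0.922 and Clic6 by 0.215. Choroid plexus tissue and expression in HC itself cannot be told apart on these values, and the latter was not tested.

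Cyp11b1 likewise had a HC minus PFC difference of -5.24 by limma. It was higher in PFC than blood, while its values in HC and blood, 3.25 and 4.07, both lay below those percentiles (4.88 in HC), so no decrease against blood is measured in HC.

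In all, 61 probe sets were higher than blood in 1 brain region and lower in the other, each passing limma for both differences and for HC against PFC. For 6 of them, Ttr and Cyp11b1 included, the lower region and blood were both below those percentiles, so these show no opposite change, and 42 of the 61 were present in blood and 28 in all 3 tissues. Of the 61, 32 were higher in HC and 29 higher in PFC, and 40 had a single symbol. The sign against blood depends on the scaling of the arrays: of the 61, 30 stayed opposite and passed when scaled on the probe sets present in all 3 tissues, and 13 when scaled on the housekeeping panel, 25 and 10 of them without the 6 at background (a test chosen after seeing the data). In all, 93 and 83 probe sets were opposite under these scalings, so the members of the set changed and their number did not fall. Il16, higher in HC, passed under the first scaling only, and Efna5 and Cbln2, higher in PFC, under both, Cbln2 at 7.84 in blood, 6.79 in HC and 9.41 in PFC.

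Probe sets for olfactory, vomeronasal and taste receptors, which the paper does not discuss, were above the cut-off more often in blood than in brain: 21, 24 and 11 of 1298 in the blood of rats 2, 5 and 7, against at most 3 in a brain array.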

How the results depend on the processing

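The cut-offs from chemosensory receptors were added after the data had been seen, and all other alternatives were set beforehand. Counts were taken as unchanged within 1.5 times the value reported. Of 323 comparisons of named genes, 250 passed the test, and over 7404 alternative values 22 changed sign, 11 of them for differences that had passed. Power limits the HC and PFC comparison in the fit of all 3 tissues. There a log2 difference of 0.5 was recovered for 28% of probe sets on simulated data. For presence, 3056 probe sets present in blood lie within 0.5 above the cut-off. With the rat as a replicate block, HC against PFC gave 670 probe sets higher and 720 lower and brain against blood 8198 and 6295, within 1.5 times the counts without it. In the same block 3 named genes lost their call, Stt3a (adjusted p = 0.0663), Rps2 (0.107) and Esam (0.089), and RT1-DMa gained one between HC and PFC (0.0383). The random block gave a consensus correlation of 0.00257 and changed no call among the named genes, with 765 probe sets higher and 791 lower in HC than PFC. Except where a reason is given, the cause was not tested.

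The share of co-expressed probe sets higher in brain was 55.7% when each array had to be above 6.2, 55.5% at a cut-off of 5.7, 65.2% with 1 probe set per gene, 59.5% over probe sets present in all 3 tissues, 60.5% with the higher of HC and PFC, 54.5% with both above blood, 47.5% scaled on probe sets present in all 3 tissues and 38.7% scaled on the housekeeping panel. Both scalings shift brain against blood, by -0.335 and -0.638, and this shift by construction moves probe sets near 0 to the other side. Presence was called again after each shift, so the co-expressed set changed as well, from 10987 probe sets to 11352 and 11531. The shares under the scalings reflect the shift and the changed set together, and their parts were not separated.

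A cut-off of 6.7 left 127 probe sets in blood and PFC only. A cut-off of 7.2 left 7884 in blood, 5924 in blood and a brain region, 5666 in all 3 tissues, 350 in HC only, 326 in PFC only and 109 in blood and PFC only. With 1 probe set per gene, which counts fewer features by construction, there were 8015 in blood, 8413 in HC, 8436 in PFC, 9926 in any tissue, 6712 in blood and a brain region, 6522 in all 3, 1303 in blood only, 102 in HC only, 105 in PFC only, 1911 in brain only, 1704 in HC and PFC only, 85 in blood and HC only and 105 in blood and PFC only. Scaling on the housekeeping panel gave 5007 in blood only, 98 in HC only, 1846 in brain only, 1589 in HC and PFC only and 539 in blood and PFC only. Cut-offs at the 95th percentile of chemosensory receptors (5.53 in blood, 4.88 in HC, 4.85 in PFC) gave 17260 in blood and a brain region, 16967 in all 3, 909 in blood only and 85 in blood and HC only.

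Without a filter on dim probe sets, which tests more of them, 13581 were lower in HC than blood, 13719 in PFC and 14500 in brain. The counts of higher probe sets changed far less, to 8463, 8372 and 8764. Testing more probe sets does not by itself explain a rise on 1 side, and the cause was not tested. With the filter at 7.2, which tests fewer, the counts of lower probe sets were 3879, 3945 and 3994. A fit of only HC and PFC called 2136 higher and 2210 lower in HC. At an adjusted p under 0.01, 416 were higher and 452 lower in HC than PFC. Requiring also a log2 difference above 1 left 4902 higher and 3383 lower in HC than blood, 4875 and 3344 in PFC, 4888 and 3345 in brain, and 201 and 226 between HC and PFC. With 1 probe set per gene, 5351 were higher and 3014 lower in HC than blood, 3005 lower in PFC and 3080 lower in brain. Scaled on the housekeeping panel, 4678 were higher and 10729 lower in HC than blood, 5084 and 10265 in PFC, 5065 and 10718 in brain, and 332 higher in HC than PFC.

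Of the lists called, 20 for brain against blood and 7 for HC against PFC, 2 and 1 remained with an estimated correlation, while fry called 13 for HC against PFC and no filter gave 11. Over probe sets present in any tissue, Spearman's rho was 0.311 for blood and HC, 0.307 for blood and PFC and 0.970 for HC and PFC. Over those present in all 3 it was 0.520, 0.515 and 0.974.

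Leaving out 1 array or 1 rat gave 13641 to 13798 probe sets in blood, 13782 to 13826 in HC, 13751 to 13788 in PFC, 16826 to 16971 in any tissue, 10966 to 11050 in blood and a brain region, 10556 to 10641 in all 3, 2611 to 2789 in blood only, 206 to 237 in HC only, 180 to 207 in PFC only, 3165 to 3224 in brain only, 2755 to 2797 in HC and PFC only, 187 to 219 in blood and HC only and 177 to 246 in blood and PFC only. The share higher in brain ranged from 56.1% to 58.1%. Calls ranged from 7535 to 8102 higher and 5707 to 6307 lower in HC than blood, 7514 to 8067 and 5766 to 6370 in PFC, 7812 to 8277 and 5950 to 6423 in brain, and from 318 (without rat 7) to 1303 (without the blood array of rat 5) higher and 338 to 1329 lower in HC than PFC. For lists and the erythroid median only whole rats were left out, which gave 19 to 20 lists called for brain against blood and 6 to 10 for HC against PFC, and a median erythroid signal from 1.89% to 2.14% in HC and 2.17% to 3.03% in PFC.

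The changes of sign were as follows. Scaled on probe sets present in all 3 tissues, brain minus blood became -0.038 for Akt1, -0.17 for Stt3a and -0.20 for Lsm1. Scaled on the housekeeping panel it became -0.25 for Nr3c1, -0.083 for Csnk1e, -0.16 for Polr3e, -0.28 for Pde4b, -0.27 for Abcc1, -0.0098 for Nipa2, -0.34 for Akt1, -0.47 for Stt3a, -0.10 for Prkab2 and -0.50 for Lsm1, and HC minus PFC -0.018 for Ctsw and -0.022 for P2ry12. These follow from the shifts. Among genes that did not pass between HC and PFC, Prf1 became 0.0030 without HC replicate 2 and 0.017 without rat 2, Klrd1 0.00081 without PFC replicate 2, P2ry12 -0.11 without PFC replicate 2 and -0.074 without rat 2, and Spib 0.065 without rat 2 and 0.047 without rat 7. Over all arrays and rats left out, these ranged from -0.19 to 0.017 for Prf1, -0.18 to 0.00081 for Klrd1, -0.11 to 0.21 for P2ry12 and -0.51 to 0.065 for Spib.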

Differences from the paper's values

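The paper's counts required a detection p-value in all samples as well as the cut-off of 6.2, and only the cut-off was applied here. Alternatives are those set before the data were examined.

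Blood only held 2710 probe sets here, and the paper gives 1598. The values came within 1.5 times of the paper's when each array had to be above 6.2 (2148), at a cut-off of 7.2 (1960) and with 1 probe set per gene (1303), and not under the other alternatives. As a share of the probe sets present in any tissue this was 16.05% here and 10.2% in the paper, which was reached when each array had to be above 6.2 (13.5%) and with 1 probe set per gene (13.1%), and not otherwise.

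Brain only held 3187 here and 5188 in the paper. It came within 1.5 times of that when each array had to be above 6.2 (3929) and at cut-offs of 6.7 (3883) and 7.2 (4173), and not otherwise. The share was 18.9% here and 33.0% in the paper, reached under the same alternatives (24.6%, 26.7% and 34.6%) and not otherwise.

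HC and PFC only held 2783 here and 4626 in the paper. It came within 1.5 times of that when each array had to be above 6.2 (3451) and at cut-offs of 6.7 (3324) and 7.2 (3497), and not otherwise. The share was 16.5% here and 29.4% in the paper, reached under the same alternatives (21.6%, 22.9% and 29.0%) and not otherwise.

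PFC only held 187 here and 283 in the paper. It came within 1.5 times of that when each array had to be above 6.2 (205), at cut-offs of 6.7 (247) and 7.2 (326), without blood replicate 5 (192), HC replicate 2 (195), PFC replicate 2 (207), HC replicate 5 (198) or HC replicate 7 (191), and without rat 2 (204), 5 (194) or 7 (190). It did not at the mean of the table as cut-off, at 5.7, with 1 probe set per gene, with either scaling or without the other arrays.

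Blood and PFC only held 198 here and 102 in the paper. It came within 1.5 times of that at cut-offs of 6.7 (127) and 7.2 (109) and with 1 probe set per gene (105), and not otherwise.

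The alternative added after seeing the values, cut-offs from chemosensory receptors, gave 251 in PFC only, which is within 1.5 times of the paper's count, while it gave 909 in blood only, 3068 in brain only, 2623 in HC and PFC only and 208 in blood and PFC only, which are not. Shares under it were not set beside the paper's.

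The paper shows Eef2k among the genes expressed in more than one tissue. Here it was present in blood only, at 7.73, with 6.15 in HC and 6.12 in PFC. It is present in HC and PFC at a cut-off of 5.7, and in HC without rat 5. The other 45 genes of Fig. 2 measured here were present in all 3 tissues. The paper gives 2 shares of blood-expressed genes that are also expressed in a brain region, a lower one in its Utility section and a higher one in Table 1 and the text beside it. The share here was 80.2%.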

Other observations

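The tests of probe sets without a named gene and of residual blood RNA were chosen only after the values had been seen. Those of background in the blood arrays and of other groupings of the arrays were written before.

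Receptor genes divided HC and PFC in both directions. Of 21 glutamate receptor genes, 5 were higher and 7 lower in HC (7 and 7 when adjusted over the list alone; camera, adjusted p = 0.837), with Gria1 at 1.54 ± 0.109 (log2 ± standard error), Grik4 at 1.35 ± 0.0868, Grm8 at -2.12 ± 0.189 and Grik3 at -1.28 ± 0.228, which did not pass without rat 5 (-1.38; adjusted p = 0.0835) or rat 7 (-1.12; adjusted p = 0.103). Of 11 GABA receptor genes, 3 were higher and 5 lower (4 and 5 over the list alone; adjusted p = 0.673), with Gabra5 at 1.21 ± 0.227 and Gabra3 at -1.77 ± 0.216. Gabra5 did not pass without rat 2 or rat 5 or when scaled on the housekeeping panel (1.18, 1.25 and 1.09; adjusted p = 0.106, 0.105 and 0.0601). Of 18 monoamine genes, 3 were higher and 3 lower (3 and 5 over the list alone; adjusted p = 0.989), the serotonin receptors Htr4 at 1.85 ± 0.17 and Htr1a at 1.70 ± 0.154 being higher. Of 16 clock genes, Bhlhe41 was higher at 0.76 ± 0.0876 and 3 were lower, among them Bhlhe40 at -1.21 ± 0.154 (1 and 5 over the list alone; adjusted p = 0.203). Of 19 neuronal genes, 3 were lower in HC, among them the fusion protein Stx1a at -1.68 ± 0.0879 (1 higher and 3 lower over the list alone; adjusted p = 0.0504). MHC class II genes did not pass as a list (adjusted p = 0.0927; 1 higher and 3 lower over the list alone), but RT1-Da and Cd74, at -1.13 ± 0.119, were lower in HC, as was Lyz2 of the monocyte list, at -1.01 ± 0.155 (without rat 5 -1.04; adjusted p = 0.0663), whose list did not pass (adjusted p = 0.673; 1 higher and 2 lower over the list alone). RT1-DMa pointed the other way at 0.51 (adjusted p = 0.0603), and passed with the rat as a replicate block (adjusted p = 0.0383). RT1-Da, Cd74 and Lyz2 are among the genes below for which blood RNA stays open, and erythroid genes were lower in HC as well. Markers of neighbouring regions did not pass as lists for neocortical layers (adjusted p = 0.129), striatum (adjusted p = 0.16) and thalamus and habenula (adjusted p = 0.203).

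Between brain and blood, 10 of 10 genes of hippocampal fields were higher in brain, with the mineralocorticoid receptor Nr3c2 at 3.35 ± 0.0648 (3.05 with its blood value, not above background, raised to 5.53) and Wfs1 at 2.83 ± 0.123 (median 1.92; camera, adjusted p = 0.00906, and adjusted p = 0.11 with an estimated correlation). Of 18 monoamine genes, 13 were higher and 2 lower (median 0.76; adjusted p = 0.209), with the monoamine oxidases Maoa at 3.49 ± 0.192 and Maob at 3.32 ± 0.0914 and the serotonin receptor Htr2c at 3.32 ± 0.243 (2.33 with its blood value raised likewise). Microglial genes were split, 6 higher and 4 lower of 11 (median 0.30, which both scalings turn negative; adjusted p = 0.959), from the complement gene C1qa at 1.98 ± 0.108 to the receptor P2ry12 at -0.98 ± 0.161. The choroid plexus list held 2 higher and 3 lower genes of 6 (median -0.50; adjusted p = 0.282), among them the water channel Aqp1 at -5.74 ± 0.111. Neocortical layer genes were higher for 4 and lower for 3 of 9 (median 0.026, negative under both scalings; adjusted p = 0.959), striatal genes higher for 3 and lower for 2 of 6 (median 0.46, negative when scaled on the housekeeping panel; adjusted p = 0.959), and genes of thalamus and habenula higher for 2 and lower for 3 of 6 (median -0.47; adjusted p = 0.282). For these lists the counts were the same over the list alone. Camera compares a list with the other probe sets, and its direction was down for the microglial and striatal lists although their medians and means are positive. Between HC and PFC the median and mean differ in sign for glutamate receptors (0.162 and -0.0448), monoamine genes (-0.00407 and 0.00836) and T cell genes, whose list camera placed down at a positive mean (-0.11 and 0.0414).

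More probe sets were present in blood than the paper counts, 3168 more, against 55 more in HC and 58 more in PFC. Raised background in the blood arrays may account for part of this: in each rat chemosensory receptor probe sets lay above the cut-off more often in blood than in either brain region, by 1.39, 1.69 and 0.693 percentage points for rats 2, 5 and 7. These percentage points set no upper bound, since most chemosensory probe sets lie far below 6.2. Their array medians were 3.92 to 3.97 in blood and 3.33 to 3.43 in brain. They do not measure how probe sets near the cut-off move. The 95th percentile was 5.53 in blood, 4.88 in HC and 4.85 in PFC. At a cut-off of 6.7, 10641 probe sets were present in blood, against 10529 in the paper, but HC and PFC fell to 11752 and 11667. How much of the excess a raised background covers is left open. Probe sets without a named gene do not settle it, since with only named probe sets, scaled to the whole array, blood only was 1.58 times the paper's count, while for HC and PFC only the paper's count was 1.39 times the scaled one. The detection p-value of the paper was not tested, and no biological explanation was tested.

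Blood RNA left in the brain samples could make blood genes appear co-expressed. As the source of most of the overlap this is argued against, since only 16 of 10987 co-expressed probe sets (0.146%) had a brain signal within 2 times the erythroid median (limits of 4.02% of the blood signal in HC and 5.38% in PFC), and the median co-expressed probe set had 114% of its blood signal in HC and 112.9% in PFC. For those 16 and for Hbb, blood RNA as the source stays open. Of the 16, 14 had a single symbol, among them Hba-a3, Hbb-b1, Fech, Epb41, Cdc25b, Lyz2, Cd74 and RT1-Da, and Cdr2 of Fig. 2. They were named after their values were seen. Expression of these genes in brain cells was not tested.

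Other groupings of the arrays were fitted as 2 groups of only the arrays compared, so the counts differ from those of the fit with 3 tissues (for brain against blood 8232 higher and 6319 lower). For brain against blood, the real grouping called 14264 probe sets and was 1 of 84 splits of the 9 arrays with that many, a share of 0.0119, and the highest other split called 110. Arrays of the same rat are not exchangeable. Among the 27 splits that set 1 array of each rat against the others, the real grouping was also the only one with that many. Its share was 0.037, with 110 again the highest other. This is the smallest share that 27 splits can give, so it argues against chance but cannot exclude it. The 6 arrays of each pair of tissues allow 10 splits, too few for a share under 0.05. The real split called 13573 for HC and blood, 13523 for PFC and blood and 4346 for HC and PFC, and the highest of the other splits 0 in each case.

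Across probe sets, deviations from the tissue mean in HC and PFC correlated within a rat (r = 0.254, 0.137 and 0.287 for rats 2, 5 and 7), while the highest value with another rat was -0.15, 0.0284 and 0.0274. For blood and HC the values within a rat were 0.0323, 0.046 and 0.0264, and the highest with another rat 0.0114, -0.0121 and -0.0117. For blood and PFC they were -0.0351, -0.0792 and 0.0518 within a rat, below the highest with another rat in each case (0.0306, 0.118 and 0.082). Probe sets are not independent replicates, and no test was run on these values.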
